A study of Mus musculus with 6 samples. Its data were reported in "HuD Binds to and Regulates Circular RNAs Derived From Neuronal Development- and Synaptic Plasticity-Associated Genes" (2020).

How the data were processed

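Striatal RNA of adult mice that lack the RNA-binding protein HuD (HuD-KO, the gene Elavl4 disrupted on both chromosomes) and of wild-type littermates (WT) had been hybridized to a 1-colour array of mouse long non-coding and messenger RNAs, with 3 arrays per group. Per the labels, ribosomal RNA was removed and the RNA was amplified with a mixture of oligo(dT) and random primers and labelled with Cy3. The deposited scanner files hold the intensity of 62939 spots per array, of which 61500 were not marked as control spots. Per the file headers, the scanner software had subtracted the background, removed a spatial trend and set the dimmest spots to a surrogate value, and no normalization between arrays had been applied. The authors also deposited a table of transcripts higher in HuD-KO and a table of transcripts lower in HuD-KO, with a p-value from an unpaired t-test, an FDR and a fold ratio per transcript, the intensity of each array and a log2 normalized value of each array. The method behind those log2 values is not stated by the authors. All 6 arrays lay on 1 slide and were scanned in 1 run.

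The log2 of the processed signal was taken and the 75th percentile of each array, over target spots, was subtracted. The 15 negative probes that the files count among target probes were treated as controls. Spots of 1 probe were averaged, and 65 of 60915 target probes were left out because their only spot carried an outlier mark. A probe was tested when it was well above background, by the mark of the scanner software, on all 3 arrays of at least 1 group, which left 47857 probes, 44487 of them well above background on all 6 arrays. No target probe was saturated. HuD-KO was compared with WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, prior degrees of freedom 2.14), and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Calls were counted at an adjusted p under 0.05 and, as in the study, at over 2-fold with an unadjusted p under 0.05. Where a group was not well above background on all its arrays, the difference is given as a bound: the mean of the brighter group against, per array of the dimmer group, the higher of the lowest signal well above background and the probe's own signal. For a single value, 3 animals against 3 cannot give an exact permutation p under 0.1.

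The test was tried on simulated data with 200 of 47857 probes changed. At an adjusted p under 0.05 limma called 82.0% of the changed probes in the simulated HuD-KO against WT comparison, 62.1% of those changed by 2-fold and 91.8% of those changed by at least 4-fold, and 7.87% of its calls were false. The methods' t-test, on the same values, called 55.0%. These shares need not hold for the real arrays. The simulated noise was independent between spots, with no uneven areas of the arrays. Far more probes were called on the real arrays than were changed in the simulation.

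Gene names were taken from the authors' deposited tables, which name 1088 probes with 1031 symbols, and, for 15 housekeeping probes, from a match of their accessions to the RefSeq annotation of GRCm38.p6 (all 15 matched). The other probes carry only their own identifier. Coordinates are those of the authors' deposited tables, which name no build. Of 1021 listed transcripts matched by symbol, 93.8% began within 20 kb of the start in GRCm38.p6 and 45.4% began at the same base. The raw columns of the authors' deposited tables equalled the processed signal of the scanner files with values under 5 set to 5, within 0.1%, in 100% of 6528 values. Their log2 values differed from a floor of 5 followed by quantile normalization by a median of 0.15, with an SD of 0.04.

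The genes named in the text follow a rule fixed before the data were examined: HuD and its family, the host genes of the 5 circular RNAs the study followed up, their partners as competing RNAs, HuD targets the study named, the 5 named probes with the largest difference in each direction that were well above background on all 6 arrays and did not overlap between groups, and the 3 named probes with the highest bound in each direction. Marker genes of brain cell types and of the sex chromosomes were also listed beforehand. For a gene with several probes, the probe with the highest mean signal is the main one, and the others are given where they exist.

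The alternatives planned at the same time were the percentile over probes detected on all arrays, quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, a filter on all 6 arrays, the methods' t-test, an intensity trend with robust eBayes, array weights, the replicate number as a block and leaving out each array. Those added after the data were seen were a floor of 5 with quantile normalization, that setting with the methods' t-test, the row on the slide as a block, and leaving out part of each array (columns 1 to 60, or 1 corner). normexp was run on the median spot signal, since the files do not hold the mean spot signal that was planned. Array weights by REML, the default, did not converge, so they were estimated gene by gene after that was seen. The planned tests of 3 gene sets by camera and fry were not run, because unlisted probes carry no gene name. They were replaced, also after the data were seen, by Fisher's exact test on the direction of the set members among listed genes. Counts were not split into messenger and other RNAs for the same reason, and using the mean of a gene's probes changes nothing for Elavl4 and Magi1, which had 1 named probe each.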

Results

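RNA levels in the striatum were measured on 1-colour arrays in 3 HuD-KO mice and 3 WT littermates. HuD, encoded by Elavl4, is a neuronal protein that binds AU-rich elements of messenger RNAs and also binds circular RNAs. The arrays carried probes for long non-coding and messenger RNAs. The 75th percentile of the processed signal was 530, 541 and 609 on the HuD-KO arrays and 492, 459 and 441 on the WT arrays. The share of non-control spots well above background lay between 77.5% and 81.7%. After scaling, arrays of the same group correlated across probes with Pearson's r from 0.985 to 0.994 and arrays of different groups with r from 0.969 to 0.978, across probes that are not independent replicates. Precision was limited by the number of arrays, which was 3 per group.

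To check the genotype labels, the targeted gene was examined first. The probe for Elavl4 (NM_001163399, chromosome 4, 110203737 to 110286834, minus strand) was well above background on all 3 WT arrays and on 0 HuD-KO arrays. Its level relative to the 75th percentile was -1.05 ± 0.33 in WT and -5.92 ± 0.31 in HuD-KO (log2 units, SD, n = 3). This was at least 15.5-fold lower in HuD-KO (limma adjusted p 0.00100). The alternative that moved this value most was normexp background correction, which gave at least 4.85-fold.

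To ask how RNA levels in the striatum differ between HuD-KO and WT, all 47857 tested probes were compared. Named genes on chromosome Y were higher in HuD-KO, as given below, and the labels give no sex. A difference of sex between the groups is therefore possible, and the differences may not reflect the loss of HuD alone. At a limma adjusted p under 0.05, 7651 probes were higher and 6888 were lower in HuD-KO. The median log2 difference over all tested probes was 0.04. At over 2-fold and an unadjusted p under 0.05, 765 probes were higher and 2072 were lower, so 73.0% of these were lower. These counts moved most in a model with the row on the slide as a block, in which 139 probes were higher and 144 lower at an adjusted p under 0.05. In that model 764 probes were higher and 1978 lower at over 2-fold. All 3 HuD-KO arrays lay in row 1 of the slide together with WT replicate 1, and the other WT arrays lay in row 2, so the comparison within a row rested on 1 WT array. With normexp, 323 probes were higher and 1057 lower at over 2-fold, and the lower share of the calls at an adjusted p under 0.05 was 57.6% instead of 47.4%. Leaving out 1 array lowered the counts at an adjusted p under 0.05 by over 1.5 times in 4 cases. Without HuD-KO replicate 1 there were 3439 higher and 3856 lower probes, and without HuD-KO replicate 2 there were 4376 and 4578. Without HuD-KO replicate 3 there were 3923 and 4070, and without WT replicate 1 there were 3459 and 3607. In each of these 4 cases more probes were lower than higher.

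**Figure D1:**
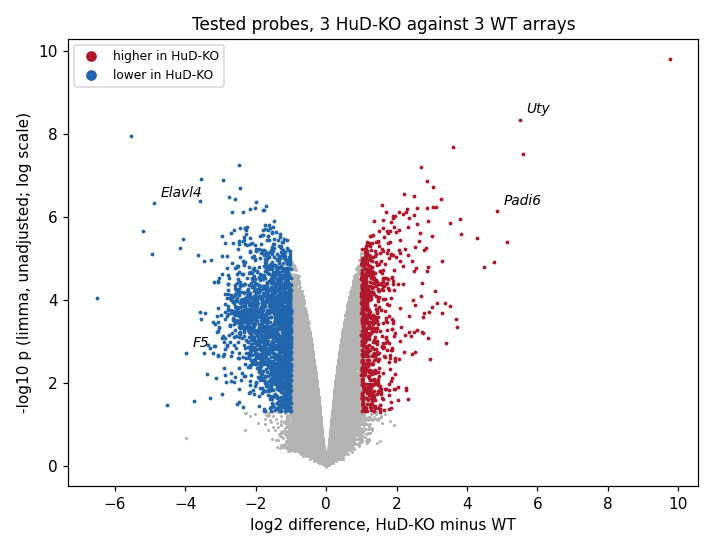
Log2 difference between HuD-KO and WT (horizontal axis) against -log10 of the unadjusted limma p (vertical axis) for each tested probe. Points in color are the 765 higher and 2072 lower probes at over 2-fold and p under 0.05, and 4 genes are named.

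The authors' deposited tables list 1088 transcripts, 298 as higher and 790 as lower in HuD-KO, and 831 of them have an FDR under 0.05 there. Of the 1088 transcripts, 1012 (93.0%) were past the same 2-fold threshold in the same direction here, 245 of them higher and 767 lower. All 1050 listed transcripts that could be tested had the listed direction. The lists were made from these same arrays at over 2-fold, so both results check the processing and are not independent evidence. The alternative that moved the share most was normexp, under which it was 51.3% and 1046 of the 1050 had the listed direction.

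HuD belongs to a family of neuronal RNA-binding proteins. Elavl2 (NM_010486, chromosome 4, 91250767 to 91372055) was higher in HuD-KO, at 0.04 ± 0.10 against -1.78 ± 0.18 in WT (SD, n = 3; log2 difference 1.81, SE 0.12, limma adjusted p 0.00167). The other named probes for Elavl2 were higher by 1.16 and 1.05 on the log2 scale. Probes had a name only where the authors had listed them as changed over 2-fold on the same arrays, so an unchanged probe for Elavl2 would carry no name, and the direction of these probes is not independent evidence. The same holds for the other genes named from these lists. The main Elavl2 probe lay in a part of the arrays where HuD-KO replicate 2 was dim, and its level there was -0.03, close to -0.02 in replicate 1. Elavl1 and Elavl3 were not analysed here, since no probe carried their name.

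The study compared circular RNAs with the messenger RNA of their host genes. Of the 5 host genes, Magi1 (NM_001083320, chromosome 6, 93675455 to 93913690) had a named probe and the other 4 were not analysed here, nor were the 4 partners as competing RNAs. Magi1 was well above background on 3 WT arrays and 1 HuD-KO array. Its level was -3.78 ± 0.61 in WT and -4.95 ± 0.07 in HuD-KO (SD, n = 3), at least 2.19-fold lower (limma adjusted p 0.0312; adjusted over the list alone, which then holds 1 gene, p 0.00744). This probe was named through a list made from the same arrays, so the p over the list alone is not independent evidence. With normexp the bound was 1.42-fold. The call did not hold with the methods' t-test (adjusted p 0.0912) or without any 1 of the HuD-KO arrays (limma adjusted p 0.0786 to 0.0954).

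Among HuD targets the study named, Camk2a (NM_177407, chromosome 18, 60925632 to 60988152) was lower in HuD-KO, at 4.57 ± 0.21 against 6.05 ± 0.12 in WT (SD, n = 3; log2 difference -1.48, SE 0.13, limma adjusted p 0.00264). Bdnf (NM_001048139, chromosome 2, 109675897 to 109727043) was well above background on 3 WT and 0 HuD-KO arrays and was at least 1.77-fold lower (limma adjusted p 0.00527), or at least 1.39-fold with normexp. Both calls were lost with the slide row as a block (limma adjusted p 0.0583 for Camk2a and 0.0656 for Bdnf). Satb1, Gap43 and Homer1 were not analysed here.

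Among named probes well above background on all 6 arrays, the largest log2 differences upward were those of Uty (5.49), Padi6 (4.86), Pkp1 (3.81), Eif2s3y (3.62) and Oxt (2.94). Uty lies on chromosome Y (1097144 to 1245738) and Eif2s3y on chromosome Y as well (1010612 to 1028598). The limma adjusted p ranged from 0.000106 for Uty to 0.0167 for Oxt. The largest differences downward were those of F5 (-3.97), Tlr7 (-3.58), Cxcl10 (-3.39), Tnnt3 (-3.16) and Kcnj13 (-2.95), with a limma adjusted p from 0.00457 for Tlr7 to 0.0279 for Cxcl10. Tlr7 lies on chromosome X (167304931 to 167330528). The calls for Oxt, F5 and Cxcl10 did not hold with the methods' t-test (adjusted p 0.0620, 0.0546 and 0.0890). With 1 array left out, the limma adjusted p for Oxt ran from 0.0235 to 0.0502 (without WT replicate 1, log2 difference 3.08). That for F5 ran from 0.00536 to 0.0504 (without HuD-KO replicate 3, log2 difference -3.53). Cxcl10 was lost without any 1 array except WT replicate 3 (limma adjusted p 0.0518 to 0.0896), and its WT levels were 2.40, 3.27 and -0.09. With the slide row as a block, the calls for Oxt, F5, Cxcl10, Tlr7, Tnnt3 and Kcnj13 were lost (limma adjusted p from 0.0696 for Tlr7 to 0.155 for Oxt). F5 varied between HuD-KO arrays, at -3.01, -0.20 and -2.93, and its SD there was 1.60. Its probe also lay in the dim part of HuD-KO replicate 2, although that replicate had the highest F5 level of the 3.

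Probes well above background in 1 group alone had only a bound. Kdm5d (at least 10.4-fold), Ddx3y (at least 9.74-fold) and Nutm1 (at least 4.64-fold) were higher in HuD-KO, the first 2 lying on chromosome Y. After Elavl4, the named probes with the highest bounds downward were 4930522H14Rik (at least 7.39-fold) and Gm13547 (at least 7.19-fold). These bounds depended on the background correction. With normexp they were 3.49-fold for Kdm5d, 3.16-fold for Ddx3y, 1.77-fold for Nutm1, 3.07-fold for 4930522H14Rik and 2.88-fold for Gm13547, in the same direction. 4930522H14Rik lies on chromosome 4 (109505332 to 109531297), as does Elavl4 (110203737 to 110286834).

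**Figure D2:**
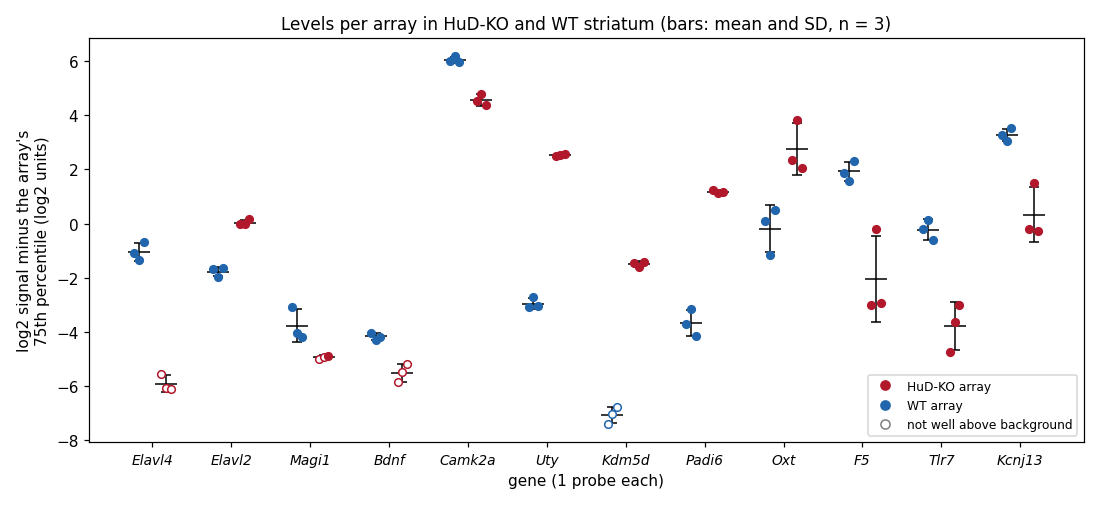
Levels of 12 genes on each array (vertical axis, log2 signal minus the 75th percentile of the array), with the mean and SD of 3 arrays per group. Open points were not well above background: the 3 HuD-KO arrays for Elavl4 and Bdnf, 2 of 3 for Magi1, and the 3 WT arrays for Kdm5d.

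Listed members of 3 gene sets tied to HuD binding were compared with other listed genes for their direction. Of the genes whose messenger and circular RNAs both bind HuD, 3 were lower and 4 higher, against 719 lower and 229 higher among other listed genes (Fisher's exact test, two-sided, p 0.0644, adjusted over 3 sets 0.193). Hosts of HuD-bound circular RNAs were lower in 13 and higher in 8 cases (Fisher's exact test p 0.195, adjusted 0.292), and hosts of a part of the circular RNAs lower in HuD-KO were lower in 5 and higher in 0 (Fisher's exact test p 0.343, adjusted 0.343). This last set holds only the circular RNAs that the study also found bound to HuD or higher in mice that overexpress it, since the full list was not at hand. With 5 listed members, all of them lower, the test could not have given a smaller p in that direction, so it decides nothing. Neither of the other sets differed from the other listed genes after adjustment. In the first set, leaving out HuD-KO replicate 2, WT replicate 2 or WT replicate 3 gave 2 lower and 4 higher members (Fisher's exact test, unadjusted p 0.0426, 0.0356 and 0.0309). The circular RNAs lower in HuD-KO had been measured by the study on aliquots of the same RNA, so that set is not independent of these arrays. The sets of HuD-bound RNAs came from immunoprecipitation in other mice.

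Arrays of 1 group also deviated from each other by place. On HuD-KO replicate 2, the 7472 tested probes in columns 1 to 40 from row 129 on had a mean log2 deviation of -0.46 from the other HuD-KO arrays, against 0.04 elsewhere. These boundaries were drawn after the map of deviations was seen. The outlier marks of the scanner software did not remove these spots.

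**Figure D3:**
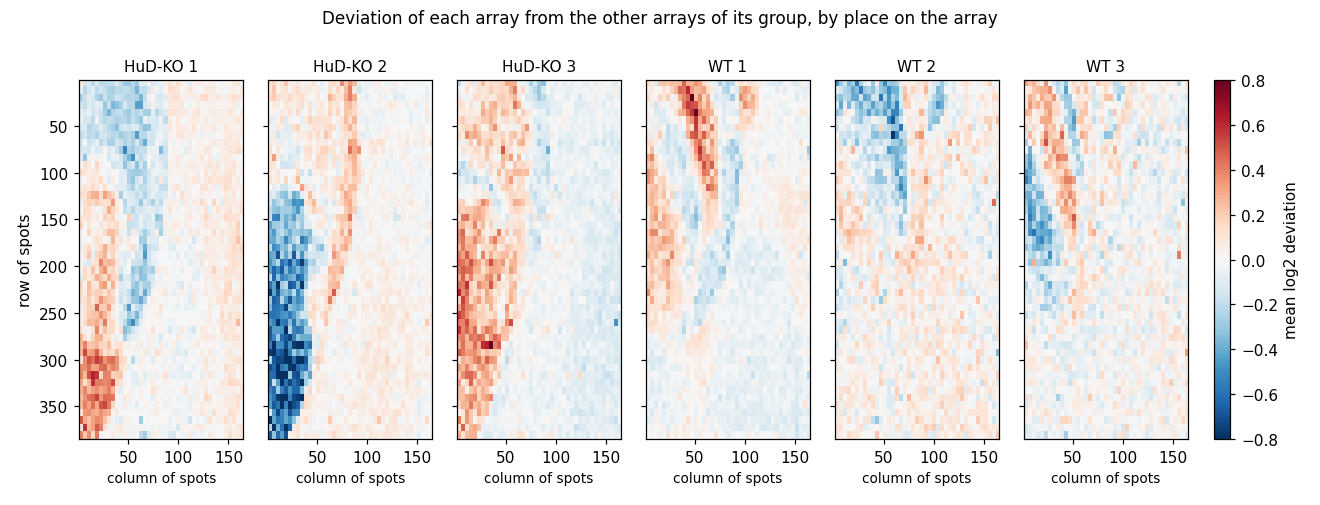
Mean log2 deviation of each array from the other arrays of its group (color) by column and row of spots. The lower left corner of HuD-KO replicate 2 is dim (mean deviation -0.46), and bands of smaller deviation cross the left part of the other arrays.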

Values the study reported

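From arrays of 3 mice of each genotype, the study reported 298 transcripts as upregulated and 790 as downregulated in the HuD-KO striatum.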

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

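The test of this result was chosen after the result was seen, as was the rule that picked it. That rule looked only for signal in HuD-KO above that in WT, and an earlier form, which asked for every HuD-KO array to lie over 2-fold above every WT array after scaling, picked no control probe. The control probe ETG09_205211, which no comparison used, was well above background on all 3 HuD-KO arrays and on 0 WT arrays, with a median signal of 20.1, 21.3 and 21.7 against 8.90, 9.13 and 9.49 over 12 spots. The HuD-KO arrays were brighter in general, with a mean 75th percentile 1.21 times that of the WT arrays, and brightness alone may move a dim probe across the background limit. After scaling, a log2 difference of 0.93 remained, but scaling does not remove a background offset from a probe this dim, so brightness and a difference in the probe itself cannot be told apart. Other control probes went the other way. ETG10_13482 read 6.25, 17.8 and 35.7 on the HuD-KO arrays and 84.4, 75.1 and 74.5 on the WT arrays. Its log2 difference after scaling was -2.57, but it was well above background on only 1 HuD-KO array. That value is therefore not exact, and its rank against E1A_r60_a107, at -2.12, is not settled. ERCC-00043_129 was well above background on 0 HuD-KO arrays and on all 3 WT arrays, at 15.0, 13.3 and 12.9 against 17.5, 17.7 and 20.7 (log2 difference after scaling -0.71), which brighter HuD-KO arrays would not give. Control probes near the background thus crossed the limit in both directions. E1A_r60_a107, well above background on all 6 arrays, read 143, 178 and 189 on the HuD-KO arrays and 685, 847 and 386 on the WT arrays. Genotype stays open as an untested explanation.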

How the results depend on the processing

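The floor of 5 settings, the slide row block, the 2 settings that leave out part of the arrays, the Fisher tests of direction and the gene-by-gene estimate of array weights were chosen after the data were seen; the other alternatives were planned. Over 28 results and 20 alternatives, 540 values were compared with the reported ones: 486 kept direction and side of the threshold (counts within 1.5 times), 48 were weaker, 6 were stronger and 0 reversed. 12 results kept both throughout, among them the set of 5 listed hosts, whose test could not pass the threshold in the direction seen and so shows no stability. Counts and the share of listed transcripts had no label for a reversal. Alternatives that change only the test or the probes tested keep a gene's log2 difference. The named genes also came from lists of changed transcripts. The count of 0 reversed therefore says little about stability. Elavl4 was lower past the threshold under all 19 alternatives that tested it (the filter on all 6 arrays leaves it out), with a bound from 4.85-fold to 17.2-fold.

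Of the 7651 higher and 6888 lower probes at an adjusted p under 0.05, a row block left 139 and 144. That model compares the HuD-KO arrays with 1 WT array, so it has little power by construction, and the median difference of the called probes, signed by direction, was 0.59 with and without it. Array weights raised the higher count to 11734 and the lower count to 9546. They gave WT replicate 1 a weight of 3.29 and WT replicates 2 and 3 weights of 0.44, and the cause was not tested. Leaving out 1 array at a time gave 3439 to 7039 higher and 3607 to 6579 lower probes, with fewer arrays in each fit. The counts fell by over 1.5 times without any 1 HuD-KO array and without WT replicate 1 (3459 and 3607). Those at over 2-fold stayed between 696 and 983 higher and between 2025 and 2399 lower.

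With the replicate number as a block, 2995 probes were higher and 3533 lower at an adjusted p under 0.05, and Magi1, at the same bound of 2.19-fold, had an adjusted p of 0.0675. The numbers do not pair the samples: deviations of same-numbered arrays from their group means correlated at -0.03, -0.06 and -0.13. Calls lost under this replicate block therefore reflect the block's use of degrees of freedom and say nothing about the size of an effect. Of the named genes, Oxt and Cxcl10 lost their calls too (adjusted p 0.0689 and 0.0672).

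At over 2-fold and p under 0.05, normexp gave 323 higher and 1057 lower probes, and 51.3% of the listed transcripts instead of 93.0%. Its offset adds to both groups and shrinks differences of dim probes. Without columns 1 to 60 there were 492 higher and 1269 lower probes and 58.7% of the listed transcripts, because fewer probes were tested (30765). Without the corner, 680 were higher and 1678 lower.

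The bound for Magi1 was 2.19-fold with the methods' t-test (adjusted p 0.0912) and 2.11-fold with a floor of 5, quantile normalization and that test (0.0997), neither past the threshold; the cause was not tested. It was 1.71-fold to 2.54-fold with 1 array left out. Its adjusted p over all alternatives ran from 0.00462 to 0.0997. The share of hosts whose messenger and circular RNAs bind HuD that was lower, 42.9%, was 0% without columns 1 to 60 (Fisher's exact test p 0.0166) and 33.3% without the corner (0.0382), and 33.3% to 50% with 1 array left out (0.0309 to 0.159, under 0.05 without HuD-KO replicate 2, WT replicate 2 or WT replicate 3). These p-values are not adjusted for the 3 sets, and the shares rest on 7 listed genes or fewer. Among the other named genes, Cxcl10 lost its call under 9 alternatives, Oxt under 5 and F5 under 4, and Bdnf, Camk2a, Kcnj13, Nutm1, Tlr7 and Tnnt3 under 1 each, the row block.

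Signal over background limited what could be measured. The lowest signal well above background was 14.7 to 18.8 per array, and probes under it in 1 group, Elavl4 and Bdnf among them, have only a bound. Of 60915 target probes, 47857 could be tested. The planned set tests by camera and fry were not run, since unlisted probes carry no gene name.

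The exact splits do not exclude chance. For each of the 4 counts of calls, 1 of the 10 splits of the 6 arrays into 3 and 3, the real one, gave as many probes, and 10 splits cannot give a share under 0.1. The 9 other splits gave 0 or 1 probes at a limma adjusted p under 0.05 and at most 267 higher and 194 lower at over 2-fold with an unadjusted p under 0.05.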

Other observations

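The tests of the Y chromosome genes, of the window around Elavl4, of the choroid plexus markers outside the corner, of mixed genetic background, of a fault in the corner and of columns 1 to 60 were chosen after the result was seen, as were the slide row block, which was an added alternative, and the test of the row over probes called without WT replicate 1.

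All 4 Y chromosome genes of a list fixed beforehand were higher in HuD-KO. Kdm5d and Ddx3y, 2 of the 4, were well above background on all HuD-KO arrays and on 0 WT arrays, as RNA of males on the HuD-KO arrays and of females on the WT arrays would give. Uty and Eif2s3y did not meet that expectation, since both were well above background on WT arrays too, 45.1-fold and 12.3-fold lower; cross-hybridization with relatives on chromosome X may leave such a signal, which was not tested, and for these genes sex cannot be told apart from another cause. Other named probes on chromosome Y (Gm20747, Gm20877, Gm20831, Gm20822 and Gm20854) were also higher in HuD-KO and well above background on 0 WT arrays. They were dim, and the bounds for Gm20747, Gm20877 and Gm20831 were 1.08-fold, 1.41-fold and 1.43-fold. They carry a name only because they were listed as changed, so their direction is not independent evidence. A probe seen in WT alone was expected for a transcript that only females make. The highest such bound of an unnamed probe was at least 10.9-fold (ASMM10P057290), just over a limit of 10-fold. It was at first taken to meet the expectation. A condition that the limit hold under all alternatives was added after the value was seen. The bound was 3.86-fold with normexp and 9.40-fold without WT replicate 3, so that condition was not met. A transcript of the disrupted locus would also look the same. Sex therefore cannot be told apart from another cause for this probe either. The unnamed probe ASMM10P045976, singled out after its values were seen, was at least 173-fold higher in HuD-KO, or 44.8-fold with normexp. Xist was not analysed here. The labels give no sex, so a difference of sex between the groups is a hypothesis, and where it holds, genotype and sex cannot be separated for the other named genes, apart from Elavl4, the disrupted gene itself.

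Of 12 choroid plexus and ependyma markers listed beforehand, 8 were in the authors' deposited tables and all 8 were lower in HuD-KO (Calml4, Ccdc153, Clic6, Enpp2, F5, Kcnj13, Sostdc1 and Tmem212). Enpp2, the marker with the highest signal, lay at 6.47, 7.25 and 6.58 on the HuD-KO arrays and 8.01, 7.81 and 8.26 on the WT arrays. Within groups the markers deviated together, with a mean pairwise r of 0.81 across arrays, and 0.06% of 10000 random sets of listed lower probes reached that. Uneven amounts of choroid plexus and ependyma in the dissected tissue may therefore contribute. Without the markers in the dim corner of HuD-KO replicate 2, the mean r of the other 6 was 0.80 and 0.57% of random sets reached it, which argues against the corner as the reason. Enpp2 is also made by oligodendrocytes. Whether genotype alters these tissues, or sex does, was not tested.

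Of 11 cortical excitatory neuron markers, 3 were listed and higher. Neurod6, the one with the highest signal, lay at 6.03, 5.65 and 6.08 on the HuD-KO arrays and 4.28, 3.67 and 4.72 on the WT arrays. The deviations of the 3 markers did not go together (mean r -0.06; 62.3% of random sets were as high), and 3 markers are too few to tell whether uneven amounts of cortex play a part. Not all markers of this list are exclusive to cortex. The other lists gave little: 1 thalamic or septal marker higher and 1 lower (Tcf7l2 and Lef1), 1 oligodendrocyte marker lower (Mbp), 1 astrocyte marker lower (Fgfr3), and 0 listed genes among striatal projection neuron, microglia, blood and endothelial markers and immediate early genes. Genes outside the tables carry no name, so 0 listed means only that none passed the authors' threshold.

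Listed genes were dense around Elavl4. Within 10 Mb on each side, 17 of 223 coding genes (7.62%) were listed, against 4.33% on the other autosomes. Of 20664 windows centred on autosomal coding genes, 4.43% had as large a share. Chromosome of the donor strain kept beside the targeted gene may give this. The rest of chromosome 4 was also dense at 6.07%. Chromosome 4 had the highest share of all autosomes, at 6.33%, followed by chromosome 15 at 5.67%. How far a kept segment would reach is not known, so the density of the rest does not decide the question. The window was chosen after the pattern was seen, and the background was all coding genes and not those on the array. An explanation by donor chromosome cannot be told apart from chance clustering. It also stays open for Elavl2, Padi6 and 4930522H14Rik, named genes that lie on chromosome 4 too.

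More probes were lower than higher at over 2-fold. At an adjusted p under 0.05, 47.4% were lower, but that balance depended on the setting and on single arrays. The lower share there was 57.6% with normexp, 54.1% with the replicate block and 50.9% with the row block. It was 52.9%, 51.1% and 50.9% without HuD-KO replicate 1, 2 or 3 and 51.0% without WT replicate 1. Under the other alternatives it ran from 42.7% without columns 1 to 60 to 49.4% without a filter on dim probes. Scaling does not account for the excess at over 2-fold, since 70.1% were lower under quantile normalization and 73.0% as reported. Listed lower probes had a mean GC content of 47.5% and listed higher ones 43.9%, a difference of 3.53 percentage points (permutation test, two-sided, p 1e-05, the smallest that 100000 resamples can give). That check is void for the pattern as a whole, because 35.7% of the 2837 probes have a sequence in the files, all of them listed for their difference, so GC content may or may not play a part.

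The row on the slide cannot be told apart from genotype for the probes past an adjusted p under 0.05. With the row as a block 283 probes were called. Over the 7066 probes called without WT replicate 1, which shared the row of the HuD-KO arrays, that array kept 93.5% of the median difference that the other WT arrays showed. A row effect would be expected to draw this array towards HuD-KO, but 1 array excludes nothing.

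In HuD-KO, 36 probes differed over 16-fold between arrays, against 5 in WT. Of the 36, 30 (83.3%) were lowest in replicate 2 and lay in its lower left corner, which holds 15.6% of tested probes. This argues against variants of a mixed genetic background as their source. A fault of hybridization may be the source, since 16.9% of the other tested probes in that corner were over 2-fold lower in replicate 2, against 0.230% elsewhere. The corner was drawn on the same data. For the other 6 probes, against 5 in WT, the numbers are too small to tell. Uneven hybridization in columns 1 to 60 does not account for all calls: 26.3% of tested probes in columns 1 to 60 were past an adjusted p under 0.05, and 32.7% in the other columns, where the median SD within groups was 0.10 and 0.15 instead of 0.15 and 0.18. The wider spread in columns 1 to 60 also lowers the share called there. The boundary at column 60 was set by eye and weaker bands go past it.

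Of 15 housekeeping probes, 6 were past a limma adjusted p under 0.05, with log2 differences over all 15 from -0.53 to 1.22. The SD between spots of 1 probe had a median of 0.04 and that between arrays of 0.09.

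The study described no change in the linear RNA of Magi1 and a rise in those of Foxp1 and Brwd1. The authors' deposited tables hold a Magi1 transcript as lower, and neither Foxp1 nor Brwd1. How these go together was not examined. The counts at over 2-fold were 765 higher and 2072 lower here. Both are higher than the values quoted from the study above, and they cover all target probes, whereas the deposited tables hold protein-coding transcripts alone.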
